A study of Mus with 12 samples. Its data were reported in "Human umbilical cord mesenchymal stem cell treatment alleviates symptoms in an atopic dermatitis-like mouse model" (2023).

How the data were processed

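Whole blood RNA was sequenced from 12 female BALB/c mice in 4 groups of 3, with 1 library per mouse. Mice received vehicle alone (Solvent), the skin sensitiser 2,4-dinitrochlorobenzene (DNCB), or DNCB with human mesenchymal stem cells (MSC). The cells were injected under the skin (scMSC), or partly under the skin and partly into the tail vein (scivMSC). The labels give each library its group and replicate number. They give no sequencing batch or date.

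The authors deposited a single table for blood with 25247 genes and 24 value columns, an estimated count and an FPKM value for each of the 12 libraries. The deposited FPKM values are fragments per kilobase of gene and per 1e6 fragments, with every gene, haemoglobin included, in the library total. Neither the labels nor the study's methods name the aligner, the counting tool, the genome build or the annotation, or state whether reads were assigned by strand. The deposited counts are whole numbers that sum to between 52.18e6 and 65.14e6 per library. They are treated as estimated counts for this reason: of all cells with values from 1 to 12, 29.0% hold exactly 4, 16.0% hold 8 and 9.75% hold 12. A sequenced fragment may therefore be worth about 4 counts, and the libraries hold between 13.04e6 and 16.3e6 fragments on that reading. The pattern is not exact, since 9.68% of those cells hold 1 and 9.07% hold 2, and its origin is not known. Each FPKM value was checked against the count of the same gene and library. Over 2485 genes the ratio deviated by at most 0.063 on the log2 scale from a constant per gene and library. A group was taken as at the floor for a gene when its 3 libraries each had at most 12 counts, which is 3 fragments at 4 counts each. Floors and intervals cover counting error only.

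The design written before the data were examined named limma on log2(FPKM + 1). Because the table also holds counts, the test used is edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on those counts, and limma 3.58.1 on log2(FPKM + 1) became an alternative. Libraries were scaled by their total counts, the scale of the deposited FPKM values. All 12 libraries entered a single fit with 4 group means, as in the study's analysis of variance over the groups. Genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested, which left 5527. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was over 2, a log2 fold change over 1. An F test over the 4 groups and 6 contrasts were computed. Standard errors of log2 fold changes were derived from the fitted change and its quasi-likelihood F statistic.

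The genes described by name were chosen by a rule fixed before the data were examined. It takes the 32 genes that the study's text names for blood, and the 3 genes with the largest change in each direction for 4 contrasts. The latter are taken among called genes whose groups do not overlap, without predicted genes that have only a systematic name. A gene that this rule selects is not reported. Any other gene named was chosen after its values were seen, as stated where it appears. Coordinates are those of the deposited table, whose build is not named. Of the gene symbols, 36 belong to several identifiers, and none of the named genes is among them.

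Lists of marker genes for 8 blood cell types were written before the data were examined: neutrophil, monocyte, T cell, B cell, NK cell, eosinophil and basophil, platelet, and erythroid. They were tested in the 6 contrasts with fry, a rotation test, with adjustment over all 48 tests, and with camera at an inter-gene correlation of 0.01 as the alternative. A list's value is the median log2 fold change of its tested members. No gene is in more than 1 list, and Cxcr2 in the neutrophil list is also a gene the study names. For 3 Gene Ontology terms that the table assigns to genes, chosen after its columns were seen, fry and camera were run in 4 contrasts, 12 tests in all.

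Haemoglobin share is the percent of summed FPKM from the 10 genes whose names begin with Hba or Hbb. Its p comes from an exact permutation test over all splits of the 12 libraries into 4 groups. Correlations between contrasts are across genes, which are not independent replicates. For contrasts that share libraries, 100 sets of unchanged groups were simulated from the residuals to give the values that sharing produces alone.

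Before use, the tests were run on simulated counts drawn for the 5527 genes, with 200 genes changed 8-fold. edgeR recovered 197 of the 200 (98.5%) with 6 false calls, limma recovered 193 with 10 false calls, and DESeq2 1.42.0 recovered 197 with 25 false calls. In a simulated contrast without changes edgeR made 0 calls. Of 20 simulated lists without changes, fry gave 3 with p under 0.05 and camera gave 0, so fry is somewhat permissive at this size.

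Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a filter on a mean FPKM of at least 5, haemoglobin left out, quantile normalization and median centring. They also included the replicate number as a block, limma without a trend or with array weights, fits of the compared groups alone, other thresholds, and leaving out each library. Alternatives chosen after seeing the data were TMM scaling, DESeq2, limma on log2(FPKM + 1), counts divided by 4, edgeR's filterByExpr, and haemoglobin as a share of counts. A term for a split of the libraries by RNA polymerase III transcripts, and the 8 libraries on one side of that split alone, were also added then. The skin libraries of the study were not used here.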

Results

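Blood transcripts were measured in 12 mice on the last day of a 4-group experiment, 3 mice per group. The summed estimated counts were 62.7e6, 61.6e6 and 65.1e6 in the Solvent libraries and 58.1e6, 59.6e6 and 59.5e6 in the DNCB libraries. They were 52.2e6, 59.7e6 and 57.1e6 in the scMSC libraries and 54.2e6, 53.1e6 and 53.6e6 in the scivMSC libraries. At about 4 counts per fragment, these totals stand for 13.04e6 to 16.3e6 fragments. The number of genes with at least 4 counts ranged from 11806 in scivMSC replicate 2 to 17350 in Solvent replicate 3.

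Haemoglobin genes made up most of each library. Their share of summed FPKM was lowest in DNCB replicate 2, at 91.3%, and highest in scivMSC replicate 2, at 95.6%. Group means were 93.6% ± 1.20 (SD, n = 3) in Solvent, 92.5% ± 1.01 (SD, n = 3) in DNCB, 94.2% ± 0.377 (SD, n = 3) in scMSC and 94.9% ± 0.854 (SD, n = 3) in scivMSC. An exact permutation test over the 4 groups gave p = 0.0593, with 913 of all splits as extreme, so the groups were not separated at 0.05. The share differed from DNCB by 1.73 percentage points in scMSC and by 2.43 in scivMSC, each with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 mice can give. The exact permutation p over the groups was 0.0138 without Solvent replicate 1, 0.0484 without scivMSC replicate 1 and 0.162 without DNCB replicate 2, the lowest 2 and the highest of the 12 values. As a share of counts, haemoglobin took 83.2% ± 3.10 (SD, n = 3) in Solvent, 81.2% ± 2.40 (SD, n = 3) in DNCB, 85.6% ± 0.932 (SD, n = 3) in scMSC and 87.3% ± 2.13 (SD, n = 3) in scivMSC. This left between 5.84e6 and 12.9e6 counts per library for all other genes.

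**Figure D1:**
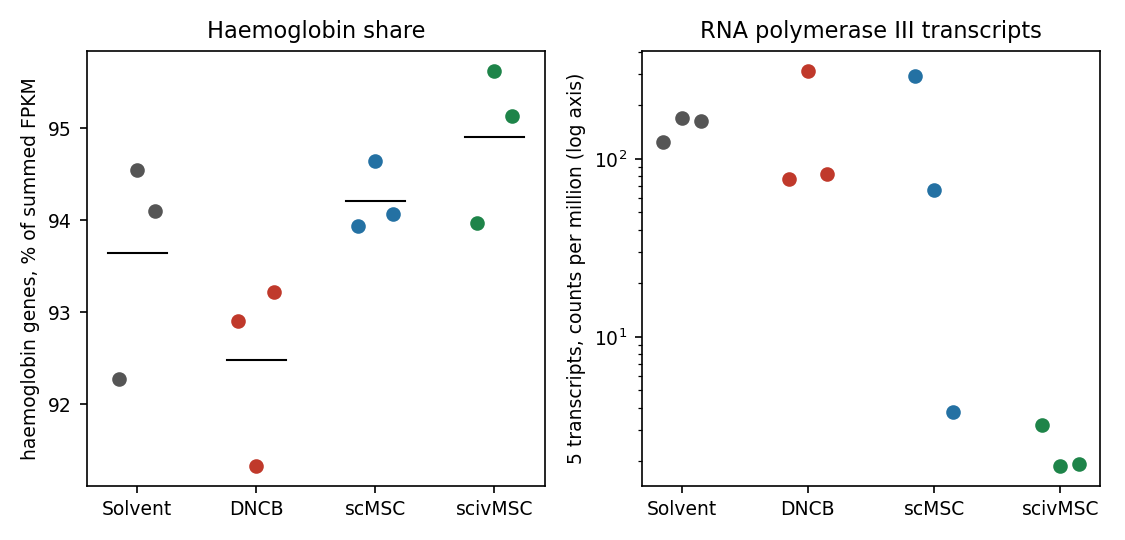
Left, haemoglobin genes as percent of summed FPKM in each library, with lines at the group means (the axis does not start at 0). Right, the summed counts of 5 RNA polymerase III transcripts per 1e6 counts on a log axis: 4 libraries, scMSC replicate 3 and the 3 scivMSC libraries, lie between 1.88 and 3.78, and the other 8 between 66.6 and 313.

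Over the 4 groups together, 3997 of 5527 tested genes differed at an adjusted p under 0.05 in edgeR's F test. The comparison of DNCB with Solvent asks what the sensitiser changed in blood. It called 1133 genes, 864 higher and 269 lower in DNCB, with a median log2 fold change of 0.06 over all tested genes. The 269 lower calls became 89 without DNCB replicate 3, 105 without Solvent replicate 1, 130 without DNCB replicate 1 and 427 without scivMSC replicate 2. The comparisons of scMSC and scivMSC with DNCB ask what each injection route changed in sensitised mice. In scMSC, 1445 genes were called against DNCB, 70 higher and 1375 lower. In scivMSC, 3506 genes were called against DNCB, 79 higher and 3427 lower. The median over all tested genes lay below 0 in both, at -0.63 for scMSC and -1.53 for scivMSC. Against Solvent, 36 genes were called in scMSC, 18 higher and 18 lower, and 3415 were called in scivMSC, 143 higher and 3272 lower.

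The direct comparison of scivMSC with scMSC called 1701 genes, 19 higher and 1682 lower, with a median of -0.87. This count rested on the fit over all groups. A fit of the 6 libraries alone called 4 genes, and 1701 fell to 512 without scMSC replicate 1 and rose to 2944 without scivMSC replicate 1. The 19 higher calls were 7 without scMSC replicate 2 and 31 without scivMSC replicate 2. The count of 36 for scMSC against Solvent was 1149 in a fit of those 6 libraries alone, 133 higher and 1016 lower. It was 4, all higher, without Solvent replicate 1. It was 566 without scivMSC replicate 1, 86 higher and 480 lower, and 824 without scivMSC replicate 2, 112 higher and 712 lower. The count of 1445 for scMSC against DNCB was 813 without DNCB replicate 2 and 842 without scMSC replicate 2. Its 70 higher calls were 45 without DNCB replicate 3 and 42 without scMSC replicate 3.

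The direction of the calls depended on the scaling. TMM scaling assumes that most genes do not change, and it placed the median over all tested genes at 0.06 for scMSC and 0.04 for scivMSC against DNCB. Under it, the calls were 888 higher and 635 lower in DNCB against Solvent, 483 higher and 681 lower in scMSC against DNCB, and 1137 higher and 1043 lower in scivMSC against DNCB. The scivMSC against scMSC calls became 722 higher and 272 lower, those of scMSC against Solvent 403 higher and 67 lower, and those of scivMSC against Solvent 1240 higher and 741 lower. Genes called in the same direction under both scalings numbered 1077 in DNCB against Solvent, 751 in scMSC against DNCB and 1122 in scivMSC against DNCB. They numbered 291 in scivMSC against scMSC, 35 in scMSC against Solvent and 884 in scivMSC against Solvent. In 2295 genes (41.5%) the DNCB and Solvent libraries did not overlap, where chance gives 10%. The share without overlap was 55.3% for scMSC against DNCB, 73.3% for scivMSC against DNCB and 50.5% for scivMSC against scMSC. Against Solvent it was 47.6% for scMSC, although 36 genes were called there, and 68.7% for scivMSC.

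**Figure D2:**
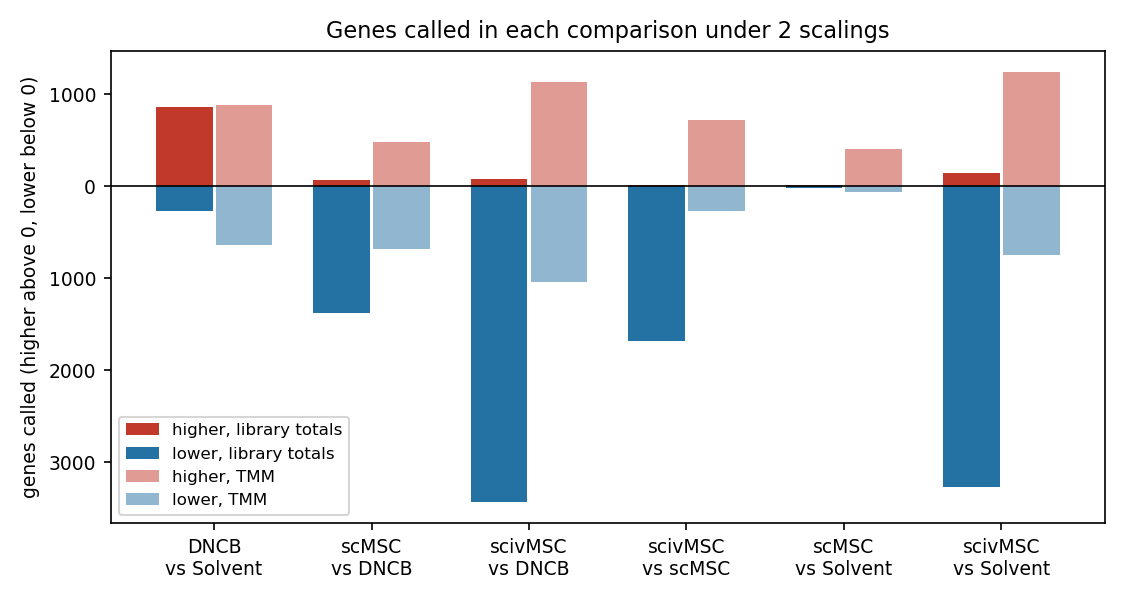
Number of genes called in each of the 6 comparisons, higher above 0 and lower below 0, with libraries scaled by their totals (dark) or by TMM (light). Against DNCB, 3427 genes were called lower in scivMSC under library totals and 1043 under TMM.

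The study's text names 32 genes for blood, and 30 of them passed the filter. Il1r1 and Il4 did not, with mean FPKM of at most 0.234 for Il1r1 and at most 0.927 for Il4 in any group. In DNCB against Solvent, 22 of the 30 were called, all higher, and 25 were called when adjusted over the list alone. In scMSC against DNCB, 27 were called, all lower, and 27 when adjusted over the list alone. In scivMSC against DNCB all 30 were called lower, and likewise adjusted over the list alone. The study chose many of these genes on these libraries, so the counts adjusted over the list alone are not independent evidence. The list's median log2 fold changes were 2.73 for DNCB against Solvent, -2.37 for scMSC against DNCB and -3.66 for scivMSC against DNCB, beyond the medians over all tested genes. Under TMM, 23 of the genes were called higher in DNCB, 24 lower in scMSC and 25 lower in scivMSC. Against Solvent, 2 of the genes were called higher in scMSC, 3 when adjusted over the list alone and 10 under TMM. For scivMSC against Solvent, 2 were called higher and 13 lower, both over all genes and adjusted over the list alone, but 7 higher and 3 lower under TMM.

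The inflammasome cytokine gene Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) had an FPKM of 13.5 ± 3.88 (SD, n = 3) in Solvent and 84.4 ± 12.8 (SD, n = 3) in DNCB. It had 17.5 ± 3.01 (SD, n = 3) in scMSC and 5.43 ± 3.07 (SD, n = 3) in scivMSC. Its log2 fold change was 2.64 (SE 0.40, adjusted p 0.000206) in DNCB against Solvent. It was -2.28 (SE 0.40, adjusted p 0.000852) in scMSC against DNCB and -3.96 (SE 0.43, adjusted p 4.63e-06) in scivMSC against DNCB. The groups did not overlap in any of these comparisons. Lcn2 changed most among the study's genes in DNCB, from an FPKM of 1.56 ± 0.140 (SD, n = 3) to 95.2 ± 24.6 (SD, n = 3), a log2 fold change of 5.92 (SE 0.38, adjusted p 4.18e-08). It fell to 6.86 ± 1.24 (SD, n = 3) in scMSC and 8.12 ± 3.59 (SD, n = 3) in scivMSC. Cxcr2 had an FPKM of 7.52 ± 1.73 (SD, n = 3) in Solvent, 85.3 ± 15.0 (SD, n = 3) in DNCB, 14.5 ± 0.871 (SD, n = 3) in scMSC and 5.27 ± 2.94 (SD, n = 3) in scivMSC. Its log2 fold changes were 3.51 in DNCB against Solvent, -2.57 in scMSC against DNCB and -4.02 in scivMSC against DNCB. Cxcr1 was at the floor in scivMSC, at least 26.7-fold lower than in DNCB.

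Interleukin 4 receptor and Janus kinase genes moved less. Il4ra had a log2 fold change of 0.86 in DNCB against Solvent (adjusted p 0.132, overlapping groups), -1.77 in scMSC against DNCB (adjusted p 0.00405) and -3.28 in scivMSC against DNCB (adjusted p 1.25e-05). Stat6, Il17ra, Hrh2, Tlr1, Jak1, Jak2 and Jak3 were likewise not called in DNCB against Solvent. Jak1 had a log2 fold change of 0.06 there (adjusted p 0.922), and Jak3 one of -0.61 (adjusted p 0.365). In scivMSC against DNCB, Jak1 fell by 1.49 and Jak2 fell by 1.44, no further than the median over all tested genes, which fell by 1.53. Under TMM both were above 0, at 0.12 for Jak1 and 0.23 for Jak2, with adjusted p values of 0.535 and 0.321. Jak1 in scMSC against DNCB also changed sign under TMM, from -0.65 to 0.05, and Jak3 from -0.37 to 0.36.

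**Figure D3:**
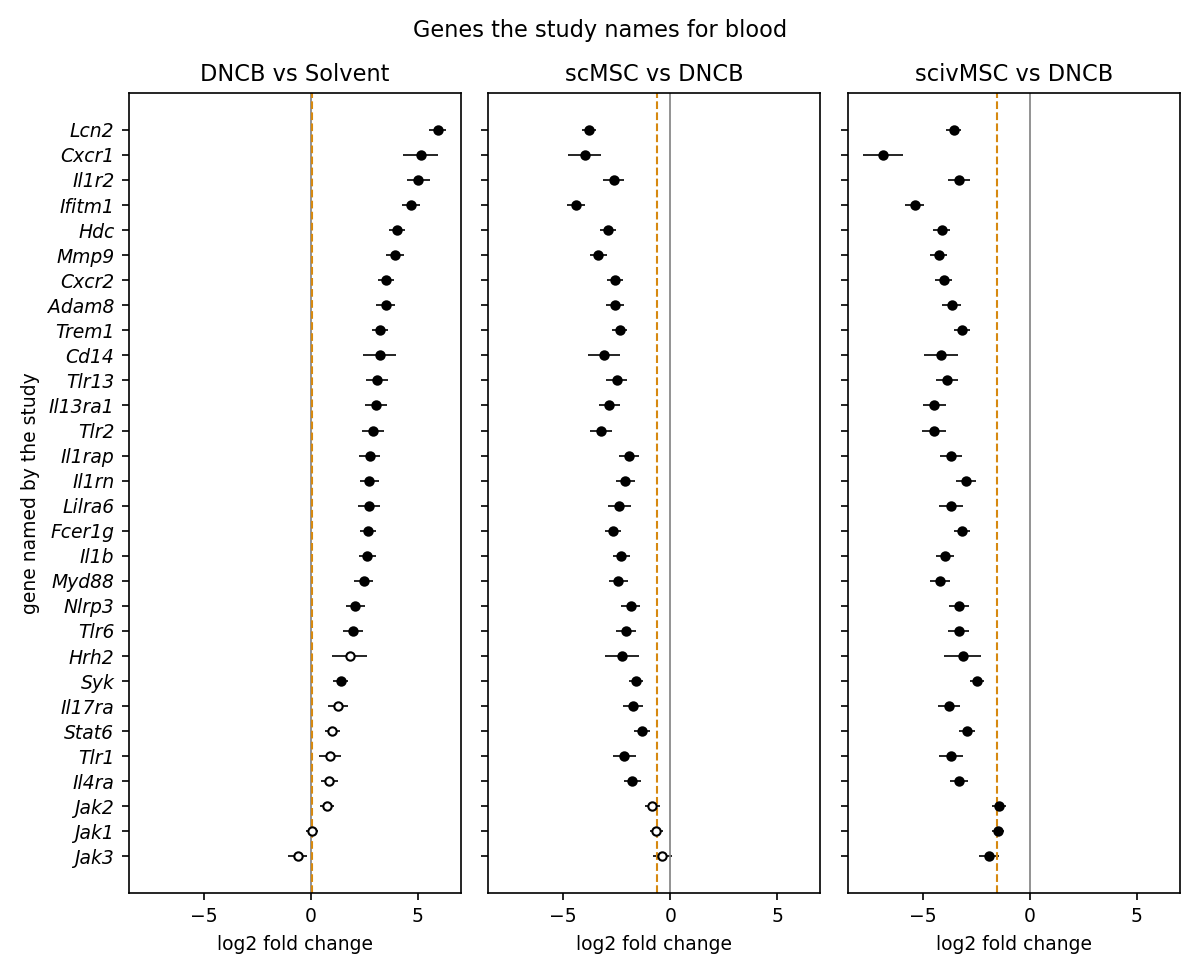
Log2 fold changes of the 30 tested genes that the study names for blood in 3 comparisons, with standard errors (bars). Filled points were called, open points were not, the grey line is 0 and the dashed line is the median over all tested genes, which lies at 0.06, -0.63 and -1.53 from left to right. Under TMM scaling, Jak1, Jak2 and Jak3 change sign in 1 or more of the comparisons.

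Among all called genes without overlap, the largest rises in DNCB against Solvent were in Kctd12, Stfa3 and Cstdc6. Each was at the floor in all Solvent libraries. Kctd12 was at least 224-fold higher in DNCB, with an FPKM of 6.78 ± 1.93 (SD, n = 3), and was listed at 0 in 2 scMSC and 2 scivMSC libraries. Beside these zeros it had 910 counts in scMSC replicate 3 and 104 in scivMSC replicate 2, so its values are uncertain. Stfa3 (chromosome 16, 36450537 to 36455392) reached 35.4 ± 9.87 (SD, n = 3) in DNCB and was at least 79.5-fold higher than in Solvent. Cstdc6 was at least 83.1-fold higher. Both lie among similar genes on chromosome 16, so the split of reads among them is uncertain. The largest falls were in the immunoglobulin variable genes Igkv5-45, Igkv4-86 and Igkv11-125. They were at the floor in DNCB and at least 2.3-fold, 2.3-fold and 1.5-fold lower than in Solvent, with reads that near-identical family members could share.

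In scMSC against DNCB the largest falls were in Prok2, at least 37.7-fold lower, Stfa3, at least 67.4-fold lower, and Stfa2. Stfa2 fell by 5.48 on the log2 scale (SE 0.42, adjusted p 1.52e-06), from an FPKM of 71.0 ± 16.1 (SD, n = 3) to 1.59 ± 0.394 (SD, n = 3). The largest rises were in Igkv11-125, Ighv5-4 and Igkv4-61, at least 3.6-fold, 2.1-fold and 3.5-fold, with the same uncertainty among family members. Ighv5-4 was no longer called without scMSC replicate 1, with a log2 fold change of 3.07 and an adjusted p of 0.0993, nor without DNCB replicate 1 or 3.

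In scivMSC against DNCB large rises were in Bmp2 and Apol11b. Bmp2 (chromosome 2, 133552159 to 133562885) had an FPKM of 0.107 ± 0.0675 (SD, n = 3) in DNCB and 1.50 ± 0.265 (SD, n = 3) in scivMSC, a log2 fold change of 3.77 (SE 0.68, adjusted p 0.00018). Its FPKM in scMSC was 1.58 ± 0.632 (SD, n = 3). Apol11b rose by 3.01 (SE 0.51, adjusted p 0.000108). Apol11b belongs to a family of similar genes. The largest falls were in Ms4a6d, Apoc2 and Cpne1, all at the floor in scivMSC and at least 30.6-fold, 7.7-fold and 75.2-fold lower than in DNCB. Cpne1 overlaps another gene, Rbm12, and its reads are uncertain for that reason. In scivMSC against scMSC the largest rises were in H2bc8, Apol10c-ps and Apol11b, at 2.34, 2.20 and 2.12 on the log2 scale. The largest falls were in Ms4a6d, Ighv6-3 and Ly6d, at the floor in scivMSC and at least 4.7-fold, 1.9-fold and 1.9-fold lower. H2bc8 and Apol10c-ps lost their calls when scMSC replicate 1 was left out, at adjusted p values of 0.0694 and 0.0984. They also lost them when scMSC replicate 2 or 3 or scivMSC replicate 2 or 3 was left out, and Apol10c-ps without DNCB replicate 1.

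Lists of cell type markers ask whether the changes follow the mix of blood cells. Of 48 tests, 26 had an adjusted p under 0.05 with fry, 27 with camera and 18 with both. Under TMM, 33 passed and 22 of the 26 kept both their sign and the threshold, while 9 of the 48 medians changed sign. In DNCB against Solvent the neutrophil list rose by a median log2 fold change of 5.40 (adjusted p 0.000168, higher in 10 of 10 genes). The platelet list rose by 1.10 (adjusted p 0.0047, higher in 8 of 8 genes). The eosinophil and basophil list, with 3 of its 8 genes tested, had a median of 2.65, or 1.17 with a gene at the floor placed at its bound (adjusted p 0.0135). The monocyte list had a median of 1.15 with an adjusted p of 0.055, and 1.03 with an adjusted p of 0.00212 under TMM. It stayed on the same side of 0.05 in 16 of 28 alternatives and passed in the other 12. The T cell list fell by 1.56 (adjusted p 0.0117), the B cell list by a median of -2.09 (adjusted p 0.0169) and the NK cell list, with 3 of 6 genes tested, by -1.42 (adjusted p 0.0304). The erythroid list had a median of -0.21 (adjusted p 0.727).

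In scMSC against DNCB the neutrophil list had a median of -3.66 (adjusted p 0.00106) and the monocyte list of -2.08 (adjusted p 0.0135), both lower in every tested gene. These are changes beyond the median over all tested genes of -0.63. The other 6 lists had adjusted p values from 0.181 to 0.85. The T cell list had a median of 0.57 with an adjusted p of 0.2, and 1.25 under TMM with an adjusted p of 3.34e-05. In scivMSC against DNCB the neutrophil list had a median of -4.12 (adjusted p 0.000168) and the monocyte list of -3.73 (adjusted p 0.00146). The B cell list had a median of -1.76 (adjusted p 0.0391) and the NK cell list of -1.29 (adjusted p 0.043), close to the median over all tested genes of -1.53. The eosinophil and basophil list had one of -2.40 (adjusted p 0.0471), although 1 of its 3 tested genes was higher. These 3 lists lost an adjusted p under 0.05 in 8, 9 and 9 of the 12 fits that each left out 1 library. Under TMM these became -0.05, 0.10 and -0.93, with adjusted p values of 0.862, 0.204 and 0.769. The T cell list was at -0.77 (adjusted p 0.0666), and in the opposite direction at 0.82 under TMM (adjusted p 0.000838). The platelet list was at 0.28 and the erythroid list at 0.47, with adjusted p values of 0.459 and 0.182, while under TMM they were at 1.98 and 2.15 with adjusted p values of 0.000704 and 0.00225.

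Against Solvent, the neutrophil list stayed higher in both treated groups, at 1.59 in scMSC (adjusted p 0.00887, higher in 10 of 10 genes) and 1.20 in scivMSC (adjusted p 0.0411, higher in 8 of 10 genes). The B cell list stayed lower, at -2.35 in scMSC (adjusted p 0.0184) and -3.77 in scivMSC (adjusted p 0.00263). So did the NK cell list, at -1.81 in scMSC (adjusted p 0.00887) and -2.55 in scivMSC (adjusted p 0.00149). The T cell list was at -0.93 in scMSC (adjusted p 0.0609) and -2.34 in scivMSC (adjusted p 0.00146), and the monocyte list at -0.81 (adjusted p 0.217) and -2.50 (adjusted p 0.00887). The platelet list was higher, at 0.82 in scMSC (adjusted p 0.00842) and 1.29 in scivMSC (adjusted p 0.0018). The median over all tested genes was -0.59 in scMSC and -1.47 in scivMSC, so part of each fall is shared with genes in general. These lists kept their directions under TMM. In scivMSC the B cell, NK cell, T cell and monocyte lists were then at -2.21, -1.31, -0.94 and -1.06. With camera the NK cell and monocyte lists in scivMSC lost their calls (adjusted p 0.143 and 0.0944). The B cell and T cell lists kept theirs. The neutrophil list in scivMSC lost an adjusted p under 0.05 in 10 of the 12 fits that left out 1 library. The lists in scivMSC against scMSC had medians of -1.52 for monocytes (adjusted p 0.024), -1.46 for T cells (adjusted p 0.0101) and -1.51 for B cells (adjusted p 0.0391). The neutrophil list differed by -0.23 there (adjusted p 0.341).

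**Figure D4:**
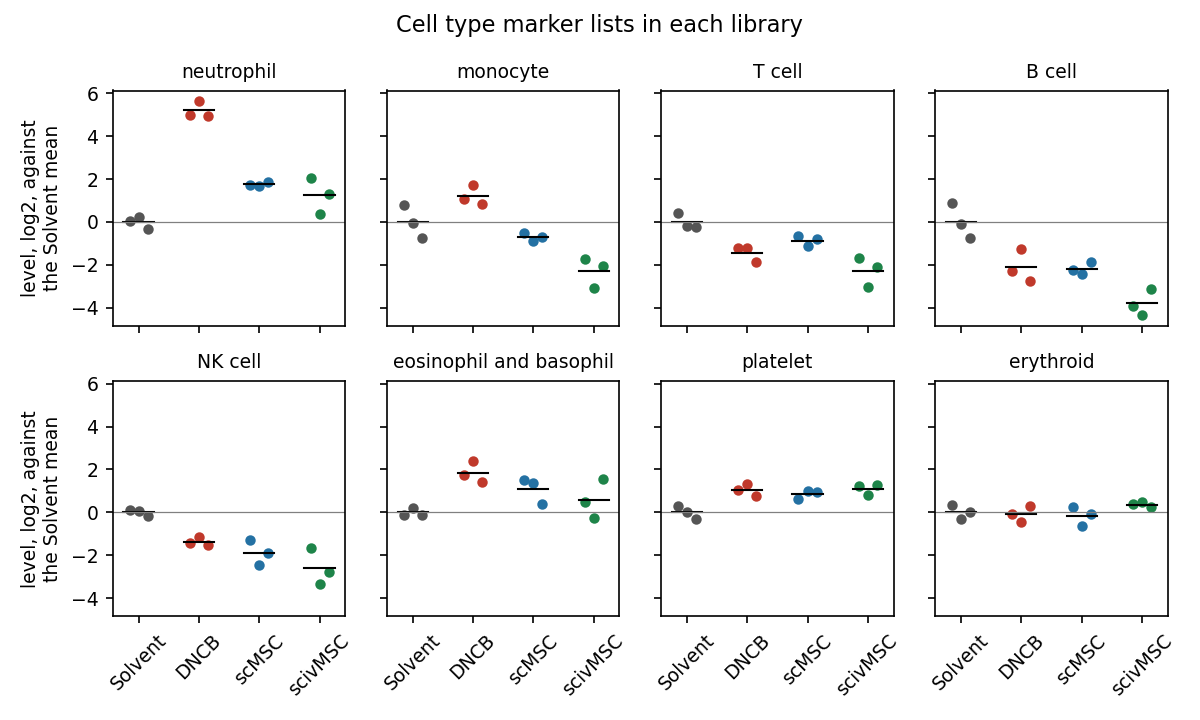
Mean log2 level of the tested genes of each marker list in each library, minus the mean of the Solvent libraries, with lines at the group means. The neutrophil list lies between 4.96 and 5.63 in the DNCB libraries, between 1.68 and 1.85 in scMSC and between 0.39 and 2.03 in scivMSC. Of the 48 medians, 9 change sign under TMM scaling, those of the T cell and NK cell lists in scivMSC against DNCB among them.

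The table's Gene Ontology term inflammatory response holds 120 tested genes. Its median log2 fold change was 1.36 in DNCB against Solvent (fry adjusted p 0.0116), -1.67 in scMSC against DNCB (adjusted p 0.0116) and -3.00 in scivMSC against DNCB (adjusted p 0.00101). These differ from the medians over all tested genes by 1.30, -1.04 and -1.47, and by 1.29, -1.02 and -1.48 under TMM. The term immune response had medians of -1.15, 0.31 and -1.24 in the same order, with fry adjusted p values of 0.603, 0.603 and 0.0116. Under TMM these were -1.33, 1.01 and 0.40, with adjusted p values of 0.307, 0.14 and 0.303. The term innate immune response had medians of 0.11, -0.72 and -1.96, with fry adjusted p values of 0.122, 0.0277 and 0.00101. Its medians under TMM were -0.02, 0.00 and -0.39, with adjusted p values of 4.64e-05, 0.000745 and 5.65e-05. In scivMSC against scMSC the medians were -1.20, -1.34 and -1.23 for the 3 terms, with fry adjusted p values of 0.0158, 0.0116 and 0.0116, in the order inflammatory, immune and innate immune response. Under TMM they were -0.35, -0.48 and -0.39, with adjusted p values of 0.0518, 0.027 and 0.00996. Camera with its preset correlation gave 2.24e-12, 4.41e-07 and 1.15e-06 for inflammatory response against Solvent and in the comparisons with DNCB. With an estimated correlation, all 12 tests had an adjusted p of 0.742.

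Of the 864 genes called higher in DNCB than in Solvent, 99.7% had a lower value in scMSC than in DNCB and 98.1% in scivMSC. Of these 864, 772 were called lower in scMSC and 800 in scivMSC. Because these comparisons share the DNCB libraries, simulated unchanged groups gave a median share of 85.1% for scMSC and 79.7% for scivMSC. Of 100 simulated sets, 0 reached the share seen in scMSC and 7 reached that in scivMSC. Relative to the median over all tested genes, the shares were 96.4% in scMSC, reached by 7 simulated sets, and 88.2% in scivMSC, reached by 32. Across genes, the change in DNCB against Solvent had a correlation of -0.814 with the change in scMSC against DNCB and of -0.55 with that in scivMSC against DNCB. Simulated unchanged groups gave medians of -0.546 and -0.527, with 9 and 48 of 100 sets as negative. The changes in the treated groups against DNCB had a correlation of 0.763 across genes, where the simulated median was 0.547 and 18 of 100 sets were as high. Set against Solvent, 9 of the 864 genes were called higher in scMSC, and 51 higher and 363 lower in scivMSC. Under TMM the numbers were 203 higher and 1 lower in scMSC, and 245 higher and 12 lower in scivMSC.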

Values the study reported

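The paper selected differentially expressed genes by a fold change above 2 in either direction and a p value below 0.5, as printed in its methods. The results here use an adjusted p of 0.05, and the number of genes at the printed threshold is given among the alternatives.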

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

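Of the tests below, camera and the count over other splits of the samples were fixed before the data were examined. So were the fit of the 6 libraries alone and the fits that leave out 1 library. The others were chosen only after the result was seen.

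The injection routes differed when compared directly. In scivMSC against scMSC, 1701 genes were called, 19 higher and 1682 lower. Of the 30 tested genes that the study names for blood, 15 were called, all lower. Their log2 fold changes were -1.68 for Il1b, -1.76 for Il1rap, -1.79 for Myd88, -1.46 for Nlrp3, -1.52 for Il4ra, -1.61 for Il13ra1, -2.02 for Il17ra and -1.52 for Jak3. They were -1.62 for Stat6, -1.54 for Tlr1, -1.24 for Tlr6, -1.36 for Tlr13, -1.22 for Hdc, -2.87 for Cxcr1 and -1.45 for Cxcr2. Cxcr1 was at the floor in scivMSC, which allows only the statement that it was at least 1.7-fold lower. The monocyte, T cell and B cell lists were lower by medians of -1.52, -1.46 and -1.51. With camera in place of fry the T cell list kept its call (adjusted p 0.0123). The monocyte and B cell lists lost theirs (camera adjusted p 0.0694 and 0.0714). Under TMM the monocyte and T cell lists kept their calls, at -0.62 (adjusted p 0.028) and -0.63 (adjusted p 0.0116), and the B cell list lost its call, at -0.50 (adjusted p 0.182). The median over all 5527 tested genes was -0.87, so part of each value is shared with genes in general. Under TMM, which removes that shift, Il17ra was the only one of the 15 still called, at -1.32 (adjusted p 0.00606), and Lcn2 was called in the opposite direction, at 1.11 (adjusted p 0.0058).

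Several technical explanations were tested. If haemoglobin took a larger share of the counts and nothing else changed, leaving it out would bring the median level of the libraries together. It stayed lower in scivMSC by -0.85, with a 95% half-width of 0.75. If all white cell RNA were diluted alike, the white cell lists would fall together. The neutrophil list instead lay 0.90 above the T cell list in its change, with a 95% half-width of 0.44, so dilution alike is not the whole of it. With all libraries thinned to the same depth the median differed by -1.04, with a half-width of 1.13, so a difference in depth is left undecided by that test.

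Other explanations stay open. The scaling may account for the direction of the calls. Under TMM, 722 genes were called higher and 272 lower, and the centring built into TMM fixes part of that outcome. The libraries also split by the 5 RNA polymerase III transcripts, which were near 0 in scMSC replicate 3 and in all scivMSC libraries. With that split as a term, 8 genes were called, all lower, 0 of the 15 genes among them. Of all tested genes, 1634 had an unadjusted p under 0.05, and 16 of the 30 tested genes named by the study did. The libraries' median log2 level then differed by -1.13, with a half-width of 1.26. A single scMSC library connects the sides of the split, so this and the injection route cannot be told apart here. The count also depended on which libraries were fitted together. A fit of the 6 libraries alone called 4 genes, and 1 of the 10 splits of the 6 libraries, the real split, gave as many, which is the smallest share that 3 against 3 can give. Single libraries also moved the count, which was 512 without scMSC replicate 1, 730 without scMSC replicate 3, 805 without scivMSC replicate 2, 736 without scivMSC replicate 3 and 2944 without scivMSC replicate 1. The B cell list lost its call in 7 of the 12 fits that left out 1 library, furthest without scivMSC replicate 2 (median -1.26, adjusted p 0.125). The monocyte list lost it without scMSC replicate 1 or scivMSC replicate 2. A biological effect of giving part of the cells into the vein remains an untested explanation.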

How the results depend on the processing

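The direction and side of the threshold of the neutrophil list held under all 28 alternatives in 4 of the 6 contrasts. Its median ranged from 4.61 to 5.57 in DNCB against Solvent, from -3.80 to -2.85 in scMSC against DNCB and from -4.65 to -2.42 in scivMSC against DNCB. It ranged from 0.98 to 2.15 in scMSC against Solvent. In scivMSC against Solvent it kept its direction, from 0.67 to 2.65, but lost its adjusted p under 0.05 under 13 of 28 alternatives. Among other lists that held throughout were platelets in DNCB against Solvent (0.56 to 1.25) and in scMSC against Solvent (0.61 to 1.41), T cells in DNCB against Solvent (-1.76 to -0.82), monocytes in scivMSC against DNCB (-3.97 to -1.26) and B cells in scivMSC against Solvent (-4.33 to -1.38). Apart from the filter on a mean FPKM of at least 5, the study's genes kept between 19 and 25 calls in DNCB against Solvent, and the count over all tested genes there was at least 788. The share of DNCB-raised genes that were lower in scMSC stayed between 96.7% and 99.9%. The values to compare with are 1133 genes called in DNCB against Solvent, 1445 in scMSC against DNCB, 3506 in scivMSC against DNCB, 1701 in scivMSC against scMSC, 36 in scMSC against Solvent, 3415 in scivMSC against Solvent and 3997 over the groups. For the study's genes they are 22, 27, 30, 15, 2 and 15 in the same order of contrasts. Below, only results that changed are given. Shares and correlations have no test, and their spread was taken as the jackknife standard error over the fits that left out 1 library. Except for lower counts where fewer genes were tested, higher counts at a looser threshold and a limma count described below, the cause was not tested.

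A filter on a mean FPKM of at least 5 tests fewer genes. It called 309 in DNCB against Solvent, 337 in scMSC against DNCB, 532 in scivMSC against DNCB, 174 in scivMSC against scMSC, 55 in scMSC against Solvent and 485 in scivMSC against Solvent, and 760 differed over the 4 groups. Calls among the study's genes were 11 in DNCB against Solvent, 11 in scMSC against DNCB, 12 in scivMSC against DNCB, 5 in scivMSC against scMSC, 1 in scMSC against Solvent and 6 in scivMSC against Solvent. The median of the erythroid list changed sign, to -0.06 in scMSC against DNCB, and the shares of DNCB-raised genes that were lower were 98.9% in scMSC and 95.8% in scivMSC. Marker genes below this filter gave no value.

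Without a filter more genes are tested. The counts were 5952 in scivMSC against DNCB, 104 in scMSC against Solvent and 7373 in scivMSC against Solvent, with 7205 over the 4 groups. Correlations across genes moved to -0.548 for the reversal in scMSC, -0.467 for the reversal in scivMSC and 0.516 between the routes. List medians changed sign, or reached 0, to 0.00 (erythroid) in scMSC against DNCB and -0.19 (eosinophil and basophil) in scivMSC against scMSC. With edgeR's filterByExpr, chosen after seeing the data, the counts were 6446 in scivMSC against DNCB, 4 in scMSC against Solvent and 7645 in scivMSC against Solvent, with 7192 over the 4 groups. The study's genes had 1 in scMSC against Solvent, the correlations were -0.67 for the reversal in scMSC, -0.433 for the reversal in scivMSC and 0.548 between the routes, and list medians moved to 0.00 (erythroid) in scMSC against DNCB and -0.39 (eosinophil and basophil) in scivMSC against scMSC. Counts divided by 4, also chosen after seeing the data, gave 62 in scMSC against Solvent and a median of 0.00 (eosinophil and basophil) in scivMSC against scMSC.

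Other scalings moved the direction of calls most. TMM, chosen after seeing the data, called 2180 in scivMSC against DNCB, 994 in scivMSC against scMSC, 470 in scMSC against Solvent and 1981 in scivMSC against Solvent. Among the study's genes it called 2 in scivMSC against scMSC and 10 in scMSC against Solvent. List medians that changed sign became 0.47 (B cell), 0.28 (NK cell) and 0.63 (platelet) in scMSC against DNCB and 0.82 (T cell) and 0.10 (NK cell) in scivMSC against DNCB. Others became 0.55 (neutrophil) and 0.22 (NK cell) in scivMSC against scMSC, 0.37 (erythroid) in scMSC against Solvent and 1.25 (eosinophil and basophil) in scivMSC against Solvent. Genes that changed sign were Jak1 at -0.12 in DNCB against Solvent, 0.05 in scMSC against DNCB and 0.12 in scivMSC against DNCB, Jak2 at 0.23 in scivMSC against DNCB and Jak3 at 0.36 in scMSC against DNCB. The shares of DNCB-raised genes that were lower were 97.0% in scMSC and 89.4% in scivMSC. Median centring called 2244 in scivMSC against DNCB, 1088 in scivMSC against scMSC, 476 in scMSC against Solvent and 1917 in scivMSC against Solvent. The study's genes had 2 in scivMSC against scMSC and 10 in scMSC against Solvent. Its list medians of the other sign were 0.57 (B cell), 0.38 (NK cell) and 0.72 (platelet) in scMSC against DNCB and 1.03 (T cell), 0.16 (B cell) and 0.27 (NK cell) in scivMSC against DNCB. Others became 0.64 (neutrophil) and 0.31 (NK cell) in scivMSC against scMSC, 0.40 (erythroid) in scMSC against Solvent and 1.36 (eosinophil and basophil) in scivMSC against Solvent. The genes of the other sign were Jak1 at -0.19 in DNCB against Solvent, 0.15 in scMSC against DNCB and 0.32 in scivMSC against DNCB, Jak2 at 0.45 in scivMSC against DNCB and Jak3 at 0.46 in scMSC against DNCB. The shares were 96.7% in scMSC and 87.95% in scivMSC. Median centring and TMM set the centre of the genes near 0 by construction, which moves all medians upward in the comparisons with DNCB.

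DESeq2, chosen after seeing the data and with its own size factors, called 2232 in scivMSC against DNCB, 1091 in scivMSC against scMSC, 556 in scMSC against Solvent and 2028 in scivMSC against Solvent. Of the study's genes it called 3 in scivMSC against scMSC and 11 in scMSC against Solvent. Its genes of the other sign were Jak1 at -0.08 in DNCB against Solvent, 0.01 in scMSC against DNCB and 0.11 in scivMSC against DNCB, Jak2 at 0.23 in scivMSC against DNCB and Jak3 at 0.32 in scMSC against DNCB. Its shares were 97.0% in scMSC and 88.5% in scivMSC. It gave no value for the marker lists. With haemoglobin genes left out of the library totals, the calls were 396 in scMSC against Solvent. Among the study's genes, 5 were called there. List medians of the other sign, or at 0, were 0.14 (B cell), 0.00 (NK cell) and 0.31 (platelet) in scMSC against DNCB, 0.07 (erythroid) in scMSC against Solvent and 0.22 (eosinophil and basophil) in scivMSC against Solvent. Single genes of the other sign were Jak1 at -0.12 in DNCB against Solvent and Jak3 at 0.04 in scMSC against DNCB. The share of DNCB-raised genes that were lower was 99.2% in scMSC.

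limma on log2(FPKM + 1), named in the design and run in this form after seeing the data, called 2005 in scivMSC against DNCB, 335 in scivMSC against scMSC, 211 in scMSC against Solvent and 1767 in scivMSC against Solvent. The study's genes had 5 in scivMSC against scMSC and 9 in scivMSC against Solvent, and the correlations across genes were -0.663 for the reversal in scivMSC and 0.865 between the routes. In scivMSC against DNCB, 3891 genes had a limma adjusted p under 0.05, against 3750 in the main test. The lower count of calls there came from the fold change threshold, as the median log2 fold change was -0.775 against -1.527. In scivMSC against scMSC, limma had 1195 genes with such a p, against 1780 in the main test. Without its trend it called 2004 in scivMSC against DNCB, 330 in scivMSC against scMSC, 204 in scMSC against Solvent and 1764 in scivMSC against Solvent, with the same numbers of calls, 5 and 9, among the study's genes in scivMSC against scMSC and against Solvent, and the same correlations. In both, the median of the eosinophil and basophil list in scivMSC against scMSC was 0.00. The next alternatives change limma by 1 more choice each and are read against these values. A pseudocount of 0.1 called 56 in scMSC against Solvent, 3643 in scivMSC against DNCB, 1963 in scivMSC against scMSC and 3549 in scivMSC against Solvent, above limma's values in the last 3 contrasts. It gave -0.18 (eosinophil and basophil) in scivMSC against scMSC. Array weights called 825 in scMSC against DNCB, 1987 in scivMSC against DNCB, 411 in scivMSC against scMSC, 186 in scMSC against Solvent and 1538 in scivMSC against Solvent. The study's genes then had 5 in scivMSC against scMSC and 8 in scivMSC against Solvent. Medians of the other sign were 0.16 (erythroid) in DNCB against Solvent, 0.09 (B cell) and 0.02 (platelet) in scMSC against DNCB and 0.12 (erythroid) in scMSC against Solvent. The share of DNCB-raised genes that were lower was 98.6% in scMSC, and correlations across genes were -0.63 for the reversal in scivMSC and 0.853 between the routes. Of the 48 list tests, 40 passed. Quantile normalization called 515 in scMSC against DNCB, 968 in scivMSC against DNCB, 127 in scivMSC against scMSC, 203 in scMSC against Solvent and 736 in scivMSC against Solvent. With it the study's genes had 17 in scMSC against DNCB, 2 in scivMSC against scMSC, 5 in scMSC against Solvent and 2 in scivMSC against Solvent. Its medians of the other sign were 0.34 (B cell), 0.27 (NK cell) and 0.52 (platelet) in scMSC against DNCB and 0.43 (T cell), 0.10 (B cell) and 0.14 (NK cell) in scivMSC against DNCB. Others became 0.20 (NK cell) in scivMSC against scMSC and 0.55 (eosinophil and basophil) in scivMSC against Solvent. Its single genes of the other sign were Jak1 at -0.45 in DNCB against Solvent and 0.21 in scMSC against DNCB, Jak2 at 0.04 in scivMSC against DNCB and Jak3 at 0.26 in scMSC against DNCB. Correlations across genes were -0.631 for the reversal in scivMSC and 0.842 between the routes.

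Fits of the 2 groups compared alone called 4 in scivMSC against scMSC and 1149 in scMSC against Solvent, with 0 in scivMSC against scMSC and 4 in scMSC against Solvent among the study's genes. In scivMSC against scMSC, 19 of the study's genes had an unadjusted p under 0.05 there. Counts fell in some contrasts and rose in others, to 1564 in DNCB against Solvent and 1928 in scMSC against DNCB, and the cause was not tested. With a term for the RNA polymerase III split, chosen after seeing the data, the counts were 1744 in scivMSC against DNCB, 8 in scivMSC against scMSC, 5 in scMSC against Solvent and 982 in scivMSC against Solvent, with 1605 over the 4 groups. The study's genes had 0 in scivMSC against scMSC, 1 in scMSC against Solvent and 6 in scivMSC against Solvent, with 16 at an unadjusted p under 0.05 in scivMSC against scMSC. Of the 48 list tests, 14 passed, and the list median that changed sign was 2.21 (eosinophil and basophil) in scivMSC against Solvent. The 8 libraries on the side with those transcripts, also chosen after seeing the data, called 610 in scMSC against Solvent and 4 of the study's genes. Contrasts with scivMSC have no value there.

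At a threshold of an unadjusted p under 0.05 with the same fold change, 1064 genes passed in scMSC against Solvent, with 4 of the study's genes among them. At an unadjusted p under 0.5, 1712 passed in DNCB against Solvent and 1392 in scMSC against Solvent, with 5 of the study's genes in the latter. At that threshold 2049 passed in scMSC against DNCB, 3822 in scivMSC against DNCB, 2472 in scivMSC against scMSC and 3781 in scivMSC against Solvent. The haemoglobin share differed over the groups with an exact permutation p of 0.0349 when mitochondrial genes were left out of the total. As a share of counts, chosen after seeing the data, the exact permutation p was 0.0492.

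The libraries share only a replicate number. Of the 18 pairs of libraries with the same number, 2 had a correlation over 0.1 between their deviations from the group means, with a range from -0.127 to 0.129 and a mean of 0.013. With the replicate number as a block, 11 genes and 1 study gene were called in scMSC against Solvent. The block called 1165 genes in DNCB against Solvent, 1541 in scMSC against DNCB, 3627 in scivMSC against DNCB, 1922 in scivMSC against scMSC and 3464 in scivMSC against Solvent. The median of the eosinophil and basophil list in scivMSC against scMSC was -0.05.

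Over the 12 fits that each left out 1 library, the calls in scMSC against DNCB ranged from 813 (without DNCB replicate 2) to 1804 (without scivMSC replicate 2). In scivMSC against scMSC they ranged from 512 (without scMSC replicate 1) to 2944 (without scivMSC replicate 1), and the study's genes from 6 to 24 in the same fits. In scMSC against Solvent they ranged from 4 (without Solvent replicate 1) to 824 (without scivMSC replicate 2), with 566 without scivMSC replicate 1. The study's genes there ranged from 0 to 4, with 0 without Solvent replicate 1, where 5 had an unadjusted p under 0.05. The exact permutation p of the haemoglobin share ranged from 0.0138 (without Solvent replicate 1) to 0.162 (without DNCB replicate 2), with 0.0484 without scivMSC replicate 1. List medians that crossed 0 ranged from -0.43 to 0.06 for the erythroid list in DNCB against Solvent, from -0.13 to 0.22 in scMSC against DNCB and from -0.34 to 0.00 in scMSC against Solvent. In scMSC against DNCB the B cell list ranged from -0.49 to 0.17 and the platelet list from -0.22 to 0.08. In scivMSC against scMSC the neutrophil list ranged from -0.85 to 0.11 and the eosinophil and basophil list from -0.52 to 0.48. The latter ranged from -0.49 to 0.15 in scivMSC against Solvent, and Jak1 from -0.15 to 0.22 in DNCB against Solvent.

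Lists lost an adjusted p under 0.05 as follows. The neutrophil list in scivMSC against Solvent lost it in 10 of the 12 fits, all but those without DNCB replicate 2 and without scivMSC replicate 2. In scivMSC against DNCB, the eosinophil and basophil list and the NK cell list lost it in 9 fits each and the B cell list in 8. The B cell list lost it in 7 in scivMSC against scMSC, and the NK cell list in 5 in DNCB against Solvent. The B cell list in DNCB against Solvent lost it without DNCB replicate 1 or 3, and in scMSC against Solvent without scMSC replicate 2. The monocyte list in scivMSC against scMSC lost it without scMSC replicate 1 or scivMSC replicate 2.

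Single genes lost calls as well. In scMSC against DNCB, Il17ra and Stat6 lost theirs without DNCB replicate 2 or scMSC replicate 2, and Hrh2 when any single library of Solvent, DNCB or scMSC was left out. In DNCB against Solvent, Igkv4-86 lost its call when Solvent replicate 1 or any single DNCB library was left out. Of the 15 study genes called in scivMSC against scMSC, 10 lost their call in at least 1 fit: Il1rap without scMSC replicate 3 alone, and Il4ra, Il13ra1, Nlrp3, Jak3, Tlr1, Tlr6, Tlr13, Hdc and Cxcr1 without scMSC replicate 1 among others.

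In these leave-out fits, other results changed as follows. Of the named genes' values, 75 were weaker and 11 stronger and 1459 the same, and of the list values 53 were weaker and 6 stronger and 501 the same. Under all other alternatives together, 120 values of named genes were weaker, 68 stronger and 1845 the same, and 54 list values were weaker, 69 stronger and 592 the same. Camera in place of fry changed 17 list tests, 8 weaker and 9 stronger. Depth limits the genes at the floor, for which only a bound on the fold change is given, and leaves genes below the filter untested, Il1r1 and Il4 among them.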

Other observations

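All tests in this part were chosen after the results were seen, except the counts over other splits of the samples.

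The first observation is the excess of lower over higher calls in scivMSC against DNCB, 3427 against 79. A lower depth is argued against, since thinning all libraries to the same number of fragments left the libraries' median log2 level different by -1.82, with a 95% half-width of 1.20. The haemoglobin share alone is argued against in the same way, since the difference was -1.25 without haemoglobin, with a half-width of 0.77. Gene length is argued against, since the shift was present in short, middle and long genes and was smallest in the short ones, at -1.40 with a half-width of 0.99. As the whole of the shift, a uniform dilution of white cell RNA is argued against. The neutrophil list changed by -3.10 more than the T cell list, with a half-width of 0.63. That list had risen by a median of 5.40 in DNCB against Solvent. A fall of the neutrophil list together with a dilution of all white cell RNA therefore stays open. The split of the libraries by RNA polymerase III transcripts stays open. With the split as a term the libraries' median log2 level differed by -1.96, with a half-width of 1.60. That fit separates the split from the scivMSC group through scMSC replicate 3 alone. It therefore cannot decide whether part or all of the shift lies in the split. The scaling by library totals stays open, because 1137 genes were called higher under TMM and that method centres the genes by construction. Blood without an external RNA standard cannot show which scale is right. A change in the mix or the number of white blood cells after treatment may underlie the shift, and no cell counts were analysed here to test that.

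The second observation is the split itself. Rn7sk, Rmrp, Rpph1, Rn7s1 and Rn7s2, chosen after their values were seen, summed to between 1.88 and 3.78 counts per 1e6 counts in scMSC replicate 3 and the 3 scivMSC libraries. In the other 8 libraries they summed to between 66.6 and 313. These are short transcripts of RNA polymerase III. A lower content of white cell RNA predicts that they fall no further in scivMSC against Solvent than the white cell list that fell most, the B cell list. They changed by -6.05 and that list by -3.80. The difference was -2.26, with a 95% half-width of 2.11. The 5 transcripts were chosen for their fall in these libraries, so this comparison cannot decide. A lower content of white cell RNA stays open. In DNCB against Solvent the B cell list changed by -2.11 and the transcripts by -0.27, with a half-width of 1.87. Another candidate explanation that stays open is a difference in library preparation or in the selection of RNA by size, which was not tested. The labels name no batch. The 521 genes of other short RNA classes were lowest in scivMSC, where they summed to 8.17, 4.82 and 6.29 counts per 1e6 counts. They summed to 12.45 in scMSC replicate 3 and to 12.59 in scMSC replicate 2, on the other side of the split. The remaining libraries had up to 33.0. These genes thus fell with the scivMSC group and did not set scMSC replicate 3 apart from scMSC replicate 2. Their change of -1.74 in scivMSC against Solvent was smaller than that of the 5 transcripts. The 4 libraries are samples defined from the data, and with 1 library outside scivMSC a difference in preparation cannot be told apart from the injection route.

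The third observation is the reversal of the DNCB changes in the treated groups. Correlations between contrasts that share the DNCB libraries arise without any effect. Simulated unchanged groups gave a correlation as negative in 9 of 100 sets for scMSC and in 48 of 100 for scivMSC, and a correlation as high between the routes in 18 of 100. These simulated groups held no DNCB change, whereas 1133 genes were called in DNCB against Solvent in the data. The draws therefore cannot decide whether the sharing of the DNCB libraries accounts for these 3 correlations. The share of DNCB-raised genes that were lower in scivMSC was reached in 7 of 100 sets, so the share by itself leaves the sharing open there too. Of these 864 genes, 800 were called lower in scivMSC than in DNCB, and 642 of 888 were under TMM. In fits of those 6 libraries alone, the highest count from any other split was 0. Those splits test how the 6 libraries are grouped. They do not repeat the choice of the 864 genes on the same DNCB libraries, so they cannot decide on the sharing. For scMSC, 0 of 100 simulated sets reached the share, and 4 of 100 did under TMM. The sharing alone among unchanged groups is therefore argued against as the source of that share. Taken relative to the median over all tested genes, 7 of 100 sets reached it, so part of it lies in the general shift. The counts of genes called in each contrast do not depend on these correlations.

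Other splits of the samples were counted for the tests across all genes. Of 100 drawn splits of the 12 libraries into 4 groups, the real one included, 1 gave as many genes as the 3997 that differed over the groups, and the highest among the others was 1773. In fits of the 6 libraries of each contrast, 1 of the 10 splits, the real one, gave as many genes in each of the 6 contrasts, and 10 splits cannot give a share below 0.1. Those fits called 1564 genes in DNCB against Solvent, 1928 in scMSC against DNCB, 3173 in scivMSC against DNCB, 4 in scivMSC against scMSC, 1149 in scMSC against Solvent and 2990 in scivMSC against Solvent. The highest count from any other split was 4.

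No pair of libraries was so similar that a library had been entered more than 1 time: the chi-square per degree of freedom between libraries was at least 14.7.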
